A study of Mus musculus with 6 samples. Its data were reported in "The m6A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons" (2021).

How the data were processed

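RNA immunoprecipitation followed by sequencing (RIP-seq) was performed by the authors on granule cells (GCs) of the cerebellum of C57BL/6 mice at postnatal day 8 per the labels. The text of the study gives a range of days that ends at day 8. Granule cells were dissociated and lysed, and the lysate was incubated with magnetic beads that carried an antibody against YTHDF1 or YTHDF2. RNA was purified from the eluates and from the unselected lysate (input) and made into libraries with an Illumina kit. The labels name both a TruSeq RNA and a TruSeq Stranded kit, and whether strand was used in counting is not given in the sources used here. The series holds 6 libraries in 3 groups of 2: input, YTHDF1 RIP and YTHDF2 RIP, each with replicates 1 and 2. Libraries from a nonspecific antibody were not analysed here. Nothing in the labels says that replicates of a group came from separate animals or cultures, so p-values measure only the spread between these libraries, which may be technical.

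The deposited table holds 1 FPKM value (fragments per kilobase of transcript, scaled to the number of mapped fragments) per gene and library, as made by the authors, for 52550 gene IDs. The methods of the study name STAR 2.5 and Cufflinks 2.2.1 for mapping to GRCm38, and do not say which tool calculated the FPKM values. The submitters' processing notes instead name Bowtie 0.12.2 and the builds mm8 and mm9, and which of these made the table is not settled. Replicates were not pooled, and no scaling between libraries is stated. All 6 columns of the table were used. Gene symbols, biotypes, coordinates, transcript lengths and GC contents were taken from GENCODE release 21 for mouse on GRCm38, and 147 of the IDs had no entry there, 16 of them among the tested genes. FPKM divides each gene by the total of its library, so a class of RNA that is depleted in a RIP library raises the FPKM of all other classes in it. The FPKM values of genes that share sequence with a near-identical copy, or that overlap another gene, depend on how the authors' counting divided the reads. Histone, U3 and 7S RNA copies, mitochondrial and ribosomal pseudogenes, the clustered protocadherins and small RNAs inside host genes are uncertain for this reason.

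The files give no read counts. Over 3367 single-exon genes of at least 1000 nt, FPKM times length piled up at multiples of a step. The step, which is the FPKM that 1 fragment gives a transcript of 1000 nt and is smaller in a deeper library, was 0.0392 and 0.0330 in input replicates 1 and 2, 0.0207 and 0.0401 in the YTHDF1 RIP and 0.0274 and 0.0550 in the YTHDF2 RIP. Only 41.2% to 46.6% of the values up to 5 steps lay within 0.1 of a whole step, against 20% by chance, so whole reads were not recovered and no count test was run.

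The main test was limma 3.58.1 (R 4.3.3) on log2(FPKM + 1). All 6 libraries entered 1 fit with a mean per group, which leaves 3 residual degrees of freedom, and eBayes was run with an intensity trend. The 3 contrasts were YTHDF1 RIP against input, YTHDF2 RIP against input and YTHDF2 RIP against YTHDF1 RIP. The 11057 genes with a mean of at least 1 FPKM over the 6 libraries were tested, 9815 of them annotated as protein-coding. Tests were 2-sided, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. Every log2 change below is on the log2(FPKM + 1) scale, which understates the change of genes with low values. The study called a RIP to input FPKM ratio over 2 enriched. Here that ratio was taken between the group means, which the study does not state, and counted separately and without a test.

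There were 34 gene lists: 15 of pathways and complexes, 9 of cell type markers, 6 of mRNAs or proteins that the study found changed after knockdown (KD) of YTHDF1 or YTHDF2 in other samples, and 4 that the study chose on these same libraries. Those 4 are the RIP targets of each antibody and the mRNAs the study examined further, called candidates here. They are not independent evidence of a direction. The study had also reported axon guidance, mTOR and Wnt signaling as enriched among its RIP targets from these libraries. Calls of the pathway lists on those topics are therefore not independent evidence either. The knockdown lists of mRNAs hold only the entries that came with an Ensembl gene ID, 490 higher and 328 lower after YTHDF2 KD and 413 higher and 377 lower after YTHDF1 KD, so they are shorter than the study's full lists. Of these, 63, 99, 97 and 94 were tested. Lists with at least 5 tested members were tested with limma's camera at a preset inter-gene correlation of 0.01, which asks whether a list's members stand apart from all other tested genes, with adjustment over the 34 lists of a contrast. Camera with an estimated correlation and fry were alternatives. Members past the threshold were counted with adjustment over all tested genes, and again adjusted over the list alone. Medians of lists are given relative to the median of all tested genes, because that median itself moves with the scaling.

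Named genes were taken by a rule fixed, like the tests, lists and most alternatives, before the data were examined. It takes Dvl1, Wnt5a, the 3 YTHDF genes and the 22 candidates, 19 of which were tested. It adds the 10 genes with the highest and the 10 with the lowest log2 change that passed, had both RIP libraries on the same side of both inputs and a mean of at least 5 FPKM. Predicted and clone names are left out of these. From each list it takes up to 4 members that passed, or where none passed the 2 most abundant. For the contrast of the antibodies it takes 5 genes per direction. Other genes named below are said to have been chosen after their values were seen. A few genes that the rule takes are not reported here.

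The design text of the series says that each of the 2 replicates contains input and RIP samples, so the replicate numbers were taken to pair the libraries. This rests on that text alone, although the counts of calls with a replicate block had been seen in the same exploratory output. Deviations from the group means of libraries with the same number correlated across genes at -0.142 between input and YTHDF1 RIP, at -0.137 between input and YTHDF2 RIP and at 0.682 between the RIP groups. With the replicate number as a block, 1432 genes passed for YTHDF1, 3349 for YTHDF2 and 2 between the antibodies, and these blocked values are given beside the results they change. With the input numbers swapped in the block, more genes passed, 2239 for YTHDF1 and 4007 for YTHDF2. The inputs did not share the deviations of the RIP libraries, so blocked p-values against input may be too small. Calls against input that passed only with the block are uncertain for this reason.

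The alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter at 5 FPKM, 4 other scalings, the compared groups only, no trend, coding genes only, corrections for transcript length and GC content (loess, span 0.5), the replicate block and leaving out each library. The TPM-like scaling sets each library's sum over the tested genes to the same total. The others were median-of-ratios, quantile normalization and, added after the data were seen, scaling to the sum over nuclear protein-coding genes. Because both antibodies were compared with the same inputs, their overlap is given beside 100 simulated draws of unchanged RIP groups, first with RIP libraries drawn independently and then, added after the data were seen, with same-numbered RIP libraries deviating together at their measured correlation. The scripts were tested on simulated data. For YTHDF1 RIP against input with 11057 genes, the test called 1 of 67 genes with a log2 change of 1, 35 of 67 with 2 and 62 of 66 with 3, with 3 false calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.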

Results

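YTHDF1 and YTHDF2 are cytoplasmic proteins that bind N6-methyladenosine (m6A), a base modification of mRNA. The libraries asked which RNAs of mouse GCs, the small excitatory neurons of the cerebellum, are recovered with an antibody against each of them. There were 2 input libraries, 2 from anti-YTHDF1 RIP and 2 from anti-YTHDF2 RIP. The measure was FPKM per gene, and between 9503 genes (YTHDF1 RIP replicate 1) and 12627 genes (YTHDF2 RIP replicate 2) reached 1 FPKM in a library. The files give values without read counts.

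A few genes took most of the summed FPKM in every library. The 10 most abundant genes held 82.8% and 82.6% in input replicates 1 and 2, 85.3% and 79.4% in the YTHDF1 RIP, and 86.5% and 74.4% in the YTHDF2 RIP. Mitochondrially encoded genes held 18.4% and 18% of the input sum, 0.607% and 3.68% in the YTHDF1 RIP and 0.0892% and 0.886% in the YTHDF2 RIP. Nuclear protein-coding genes held 7.71% and 8.26% of the input sum, 10.1% and 12.9% in the YTHDF1 RIP and 11.3% and 18.9% in the YTHDF2 RIP. In each RIP group, replicate 2 held more mitochondrial and more nuclear coding signal than replicate 1. Replicates correlated across genes (Pearson, log2 scale; genes are not independent replicates) at 0.949 for input, 0.798 for YTHDF1 RIP and 0.823 for YTHDF2 RIP. The first principal component (56.1% of the variance) separated input from RIP, and the next (27.5%) separated RIP replicates 1 from RIP replicates 2.

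**Figure D1:**
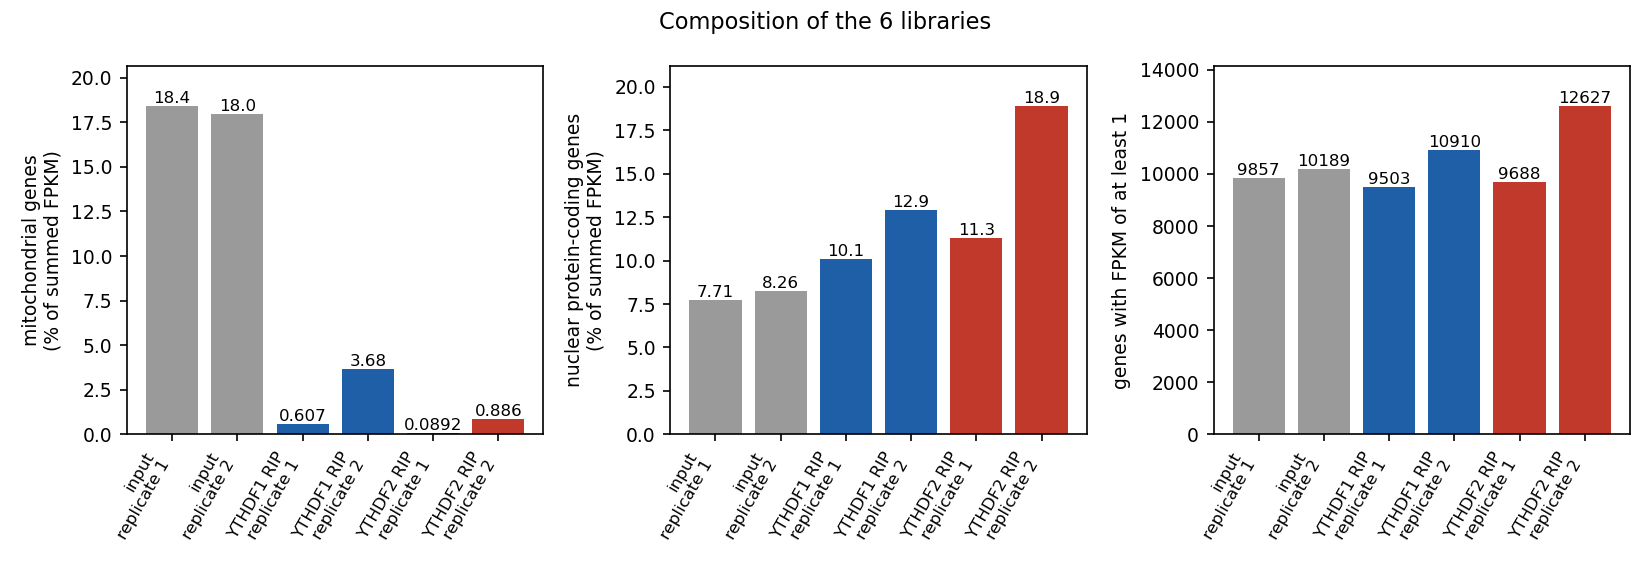
Bars show, per library, the percentage of summed FPKM on mitochondrially encoded genes, the percentage on nuclear protein-coding genes and the number of genes at 1 FPKM or more. The mitochondrial share was 18.4% and 18% in the inputs and at most 3.68% in the RIP libraries.

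Against input, the Wnt signaling and axon guidance lists stood above all genes in the anti-YTHDF1 RIP by camera, and the ribosomal protein, oxidative phosphorylation and mitochondrially encoded lists stood below. With an estimated correlation no list passed (lowest adjusted p = 0.644 with an estimated correlation). Rgmb, which encodes a membrane-anchored co-receptor of bone morphogenetic proteins (chromosome 17, 15803188 to 15831039), rose from 3.29 ± 0.488 FPKM in input to 36.1 ± 6.91 FPKM (SD, n = 2 each), a log2 change of 3.11 (adjusted p = 0.032). Lingo1, a transmembrane protein of neurons, rose by 3.16 (adjusted p = 0.036) to 51.7 ± 22.9 FPKM, and Lrfn1, a synaptic adhesion protein, by 2.77. Among all 11057 tested genes, 69 rose and 215 fell, and of the protein-coding ones 60 rose and 118 fell. mt-Atp6, a mitochondrially encoded subunit of ATP synthase, fell from 1289 ± 217 to 11.6 ± 11.7 FPKM (log2 change -7.07, SE 0.91, adjusted p = 0.032).

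The other genes with the largest rises were the histone gene Hist2h2aa1 (5.08, SE 0.50), which has a near-identical neighbor and is uncertain, the zinc finger gene Zbtb22 (4.14), Tmem121 (3.07), the homeobox gene Tgif2 (2.61) and the small RNAs Snora15 (3.24), Snora21 (3.07) and Mir6991 (2.64). Zbtb22 stood at 0.352 FPKM in input and 25.6 ± 16.8 FPKM in the YTHDF1 RIP. The largest falls after mt-Atp6 were the mitochondrial rRNA mt-Rnr1 (-5.55) and the U3 snoRNA copies Rnu3b3 (-4.49), Rnu3b4 (-4.06), Rnu3b2 (-3.97) and Rnu3a (-3.67), which are near-identical to each other and uncertain one by one. Mir8104 (-4.15), Snord21 (-4.15), Snora23 (-3.45) and the ribosomal pseudogene Rpl17-ps3 (-3.45) fell too. Of 529 pseudogenes, 84 fell and 0 rose by limma.

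The Wnt signaling list stood above all genes in the YTHDF1 RIP by camera. The study had reported Wnt signaling and axon guidance as enriched among its RIP targets from these same libraries, so calls of these lists are not independent evidence. Of 52 tested members 5 rose and 0 fell (14 and 1 adjusted over the list alone), and their median stood 0.46 above that of all genes (adjusted p = 6.77e-05 by camera). The members that rose were the kinase gene Csnk1d (2.5, from 6.15 ± 0.386 to 39.4 ± 1.88 FPKM), the atypical cadherins Celsr2 (2.2) and Celsr1 (1.69), the receptor gene Fzd1 (2.14) and Bcl9l (2.09), a partner of beta-catenin. Celsr1 was outside the rule for named genes and was chosen after its value was seen. Axon guidance genes stood 0.54 above all genes (adjusted p = 0.000209), with 7 of 70 higher and 0 lower (18 and 3 adjusted over the list alone), among them Rgmb and the semaphorins Sema4b (2.16), Sema4f (2.09) and Sema4c (2.03). For both lists the adjusted p = 0.868 with an estimated correlation, and by fry, which tests a list against no change, it was 0.176. Both calls ended with the block and correction for GC content and gene length together (adjusted p = 0.182 for Wnt and 0.233 for axon guidance genes).

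By camera, an adhesion list, a list of immediate early genes and genes that respond to the stress of tissue dissociation, and the postsynaptic list also stood above all genes. The protocadherins outside the gene clusters and Fat cadherins stood 0.70 above all genes (adjusted p = 0.00132), with 1 of 13 higher (3 adjusted over the list alone), and immediate early and dissociation stress genes 0.67 above (adjusted p = 0.00213) with 22 of 23 positive and 0 past the threshold on either count. Each had an adjusted p = 0.868 with an estimated correlation. Without YTHDF1 RIP replicate 1 the immediate early and dissociation stress list had an adjusted p of 0.0768, and it had 0.0584 with GC correction and 0.0578 with the block and both corrections. Postsynaptic density genes stood 0.36 above (adjusted p = 0.0232, and adjusted p = 0.999 with an estimated correlation), with 0 of 31 past the threshold and 6 higher adjusted over the list alone. Without YTHDF1 RIP replicate 2 that list had an adjusted p of 0.109, and it had 0.124 with length correction, 0.0584 with GC correction and 0.866 with the block and both. Lrrc4b (2.71, adjusted p = 0.0559, 0.00993 with the replicate block) and the neuroligin gene Nlgn2 (1.57, adjusted p = 0.0771, 0.0434 with the block) were its most abundant members.

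Lists of the translation and respiration machinery stood below all genes by camera, and single members fell. By fry the adjusted p against no change was 0.0382 for ribosomal protein, 0.135 for oxidative phosphorylation and 0.211 for mitochondrially encoded genes. Ribosomal protein mRNAs stood 0.95 below all genes (relative median -0.95, adjusted p = 5.33e-10, and adjusted p = 0.644 with an estimated correlation), with 4 of 79 lower and 0 higher (14 lower adjusted over the list alone) and 6 of 79 positive. Rpl17 fell from 229 ± 24.5 to 30.6 ± 10.2 FPKM (-2.90, adjusted p = 0.0365), and Rpl21 (-2.35), Rpl12 (-2.21) and Rps24 (-2.10) fell with it. Nuclear-encoded subunits of oxidative phosphorylation had a relative median of -0.79 (adjusted p = 8.18e-08, and adjusted p = 0.842 with an estimated correlation), with 6 of 60 lower and 0 higher (18 lower adjusted over the list alone). Uqcrb, a complex III subunit, fell from 34.4 ± 2.11 to 3.37 ± 0.385 FPKM (-3.02), and cytochrome c (Cycs, -2.51), Ndufv2 (-2.01) and Cox6c (-1.99) fell as well. Mitochondrially encoded genes had a relative median of -5.38 (adjusted p = 2.17e-09, and adjusted p = 0.868 with an estimated correlation). Of these 15 genes 0 were positive, and 2 fell (13 adjusted over the list alone).

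Other pathway lists did not pass for YTHDF1. The mTOR list had an adjusted p of 0.192, with Wdr24 (1.97) higher and Lamtor2 (-2.31) lower among 54 genes. Potassium channels stood 0.38 above (adjusted p = 0.105, 0.0475 without YTHDF2 RIP replicate 1), nuclear lncRNAs 0.34 above (adjusted p = 0.383, 0.0377 without YTHDF1 RIP replicate 1, 0.0318 with GC correction) and presynaptic genes 0.17 above (adjusted p = 0.641). Peg13, an imprinted lncRNA, had a change of 2.30 (adjusted p = 0.0508, 0.0169 with the replicate block). The m6A machinery and the CCR4-NOT and decay list each had an adjusted p of 0.946, and housekeeping genes 0.783. Rbm15b, of the m6A writer complex, passed with the block (1.73, adjusted p = 0.0847, 0.048 blocked).

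Markers of the other cell types in the tissue were measured beside these lists, and 0 of the 9 marker lists passed by camera for YTHDF1. Astrocyte and Bergmann glia markers had a relative median of -0.38 (adjusted p = 0.0857) and passed without input replicate 1 (0.0446), without YTHDF1 RIP replicate 1 (0.00401) or with length correction (0.0482). Adjusted p was 0.343 for granule cell, 0.999 for precursor and cell cycle, 0.641 for Purkinje cell, 0.837 for GABAergic interneuron, 0.419 for oligodendrocyte lineage, 0.651 for microglia, 0.759 for endothelial, mural and meningeal and 0.709 for erythroid markers. With the replicate block, the oligodendrocyte gene Gpr17 (1.76, adjusted p = 0.0804, 0.0389 blocked) and the mural gene Rgs5 (-1.62, 0.165, 0.0386 blocked) passed.

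Dvl1, a cytoplasmic Wnt transducer (chromosome 4, 155847402 to 155859303), stood at 0.929 ± 0.147 FPKM in input and 3.96 ± 0.0337 FPKM in the YTHDF1 RIP (1.36, SE 0.30, adjusted p = 0.058, 0.0242 with the replicate block). Wnt5a, a Wnt ligand (chromosome 14, 28504750 to 28527448), stood at 0.83 ± 0.0263 and 1.98 ± 0.976 FPKM (0.66, SE 0.41, adjusted p = 0.334). Both are candidates of the study, which were chosen on these same libraries, so a rise of a candidate is not independent evidence. Of the 11 YTHDF1 candidates tested, Dchs1, an atypical cadherin, rose from 3.50 ± 0.814 to 25.5 ± 4.09 FPKM (2.56, adjusted p = 0.036), and Gpat4, an acyltransferase of glycerolipid synthesis, rose by 2.15 (adjusted p = 0.0438). Adcyap1r1, the PACAP receptor (2.54, adjusted p = 0.0715), and Numbl (1.89, adjusted p = 0.0744) passed with the block, at 0.00829 and 0.0153. Ythdf1 itself changed by 0.76 (adjusted p = 0.322), Ythdf2 by 0.31 (0.648) and Ythdf3 by 0.46 (0.556), none past the threshold.

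By limma with Benjamini-Hochberg adjustment, 284 genes passed for YTHDF1 against 1455 higher and 1498 lower at an unadjusted p under 0.05. With the replicate block 1432 passed (571 higher, 861 lower). The median of all genes was 0.05, and moved to 0.49 under the TPM-like scaling, 0.01 under median-of-ratios and 0.09 under scaling to nuclear coding genes. Scaling to nuclear coding genes gave 223 higher and 371 lower, so 37.5% of calls were higher against 24.3% in the main test, and a pseudocount of 0.1 gave 44.0%. The count was 7 without input replicate 1, 0 without input replicate 2 (1215 unadjusted), 1 without YTHDF1 RIP replicate 1 (AY036118), 0 without YTHDF1 RIP replicate 2 (2988 unadjusted), 793 without YTHDF2 RIP replicate 1 and 860 without YTHDF2 RIP replicate 2. Under the TPM-like scaling 0 genes passed (2992 unadjusted).

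**Figure D2:**
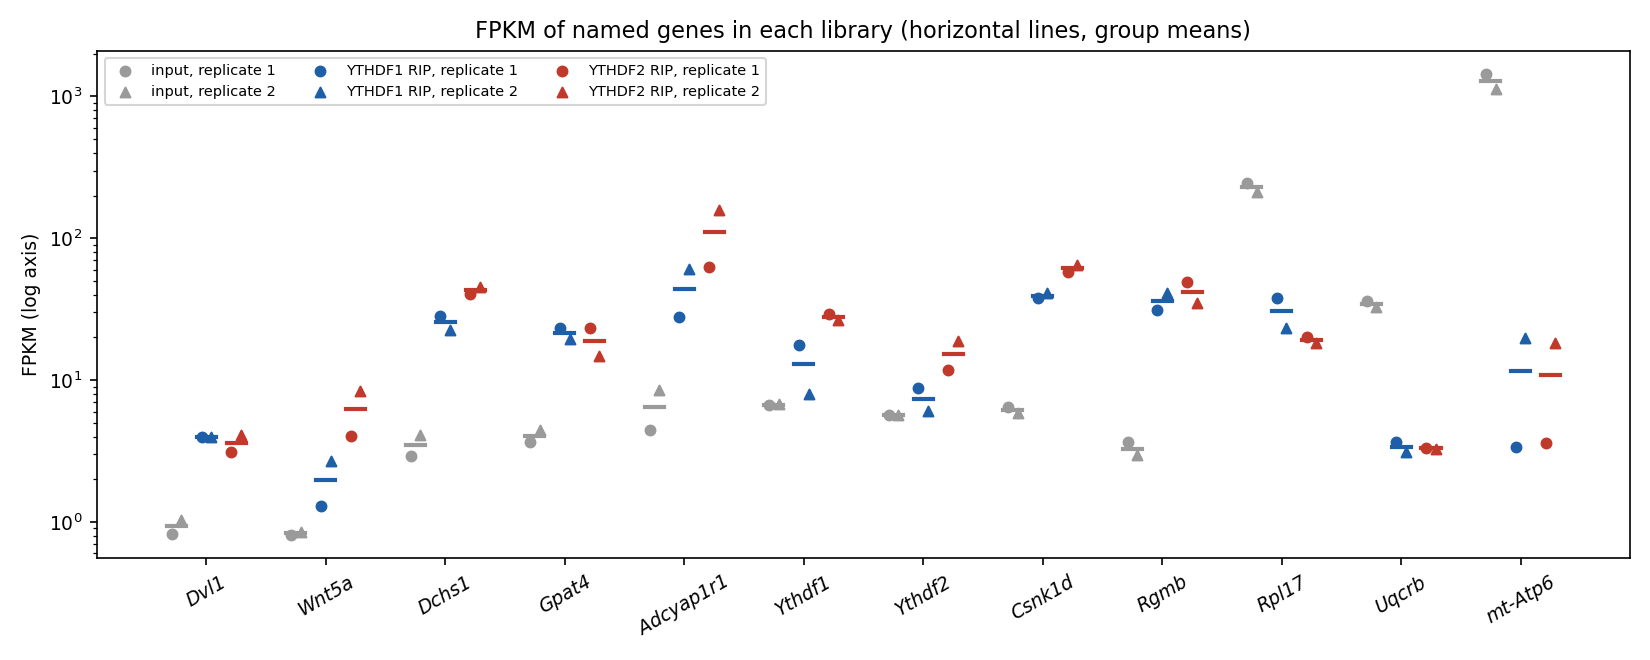
FPKM on a log axis for 12 named genes, with input in grey, YTHDF1 RIP in blue and YTHDF2 RIP in red; circles are replicate 1, triangles replicate 2 and lines group means. Dchs1 stood at a mean of 3.50 FPKM in input, 25.5 in the YTHDF1 RIP and 42.8 in the YTHDF2 RIP, and mt-Atp6 at 1289 FPKM in input and 11.6 in the YTHDF1 RIP.

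In the anti-YTHDF2 RIP, 2049 genes passed against input. The Wnt signaling, axon guidance, protocadherin and Fat, immediate early and dissociation stress, potassium channel and postsynaptic lists stood above all genes by camera, and the same 3 lists as for YTHDF1 stood below. No list passed with an estimated correlation (lowest adjusted p = 0.185 with an estimated correlation). By fry, which tests a list against no change, 12 of 34 lists passed. Among them were the YTHDF1 candidates and the RIP targets of both antibodies, which the study chose on these libraries and which are not independent evidence. Bsn, which encodes the active zone scaffold bassoon, rose from 1.92 to 30.5 ± 14.2 FPKM (SD, n = 2 each), a log2 change of 3.36 (adjusted p = 0.0144), and Csnk1d rose to 61.7 ± 4.95 FPKM (3.13, adjusted p = 0.0144). mt-Rnr1 fell by 7.63 on the log2 scale (SE 1.06, adjusted p = 0.0145). Of all tested genes 1313 rose and 736 fell, and of the protein-coding ones 1239 rose and 520 fell.

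Among the genes with the largest rises were the Cajal body RNA Scarna2 (5.96, from 17.02 to 1396 ± 1208 FPKM), Scarna9 (4.97), Zbtb22 (4.83), Cacfd1 (4.32, from 2.96 to 79.6 ± 24.4 FPKM), Fam53c (4.23), Lhfpl4 (4.18), Rnf26 (4.09), Mir5133 (4.08) and Hist2h2aa1 (3.98). The largest falls were mt-Rnr1, mt-Atp6 (-7.10), mt-Rnr2 (-6.99), Rn7s6 (-6.40), mt-Cytb (-5.69), mt-Nd4 (-5.55), Rnu3b2 (-5.39), mt-Nd1 (-5.38), mt-Nd2 (-5.31) and mt-Atp8 (-5.26). Rn7s6 and Rnu3b2 have near-identical copies and are uncertain. Pseudogenes fell in 183 of 529 cases and rose in 10, and a class of lncRNAs together with unverified transcripts rose in 44 of 343 cases and fell in 9.

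The Wnt and axon guidance lists stood above all genes here too by camera, which again is not independent evidence. Of 52 Wnt genes 22 rose and 0 fell (27 higher adjusted over the list alone), and their median stood 0.92 above all genes (adjusted p = 3.00e-06). Beside Csnk1d, the adenomatous polyposis coli homolog Apc2 (2.94), Celsr2 (2.84) and Bcl9l (2.83) rose. Axon guidance genes stood 0.78 above (adjusted p = 1.43e-05), with 25 of 70 higher and 2 lower (32 and 3 adjusted over the list alone). Sema4f (3.33), Rgmb (3.31), Sema4c (3.07) and the netrin receptor gene Unc5b (2.94) rose, and the cytoskeletal regulators Cdc42 (-1.5) and Rock1 (-2.07), chosen after their values were seen, fell. For both lists the adjusted p = 0.607 with an estimated correlation and 0.0407 by fry. The axon guidance call ended with the block and correction for GC content and gene length (adjusted p = 0.243).

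Adhesion, immediate early and dissociation stress, channel and postsynaptic lists stood above all genes in the YTHDF2 RIP, and the presynaptic list did not pass. Protocadherins outside the clusters and Fat cadherins stood 1.30 above all genes (adjusted p = 0.000133), with 8 of 13 higher (11 adjusted over the list alone), Fat2 by 2.16 and Pcdh17 by 1.99. Immediate early and dissociation stress genes stood 0.98 above (adjusted p = 0.000241), with 5 of 23 higher (8 adjusted over the list alone), among them the chaperone gene Dnajb1 (2.92), Ier5 (2.53) and the AP-1 gene Junb (2.24). Both had an adjusted p = 0.607 with an estimated correlation. By fry the adjusted p was 0.0417 for protocadherin and Fat, 0.0498 for immediate early and dissociation stress, 0.134 for potassium channel and 0.125 for postsynaptic genes. Potassium channels stood 0.89 above (adjusted p = 0.00324, and adjusted p = 0.719 with an estimated correlation), with 15 of 15 positive and Kcns2 (1.52) and Kcnd3 (1.36) past the threshold (7 adjusted over the list alone). Postsynaptic density genes stood 0.60 above (adjusted p = 0.00324, and adjusted p = 0.761 with an estimated correlation), with 8 of 31 higher (13 adjusted over the list alone), led by Lrrc4b (3.73), Nlgn3 (2.86), Nlgn2 (2.41) and Dlgap3 (2.28). Without YTHDF2 RIP replicate 2 the postsynaptic list had an adjusted p of 0.0611, and it had 0.122 with length correction and 0.645 with the block and both corrections. The potassium channel list had 0.248 with the block and both corrections and 0.131 with the stricter filter. The presynaptic list had an adjusted p of 0.174 with 6 of 36 higher, including Bsn, the calcium channel gene Cacna1b (2.51) and Syt2 (2.07), and passed without YTHDF2 RIP replicate 1 (0.0226).

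Ribosomal protein mRNAs had a relative median of -1.66 (adjusted p = 1.28e-23, and adjusted p = 0.185 with an estimated correlation). Of 79, 32 fell (54 adjusted over the list alone) and 0 were positive, with Rpl17 (-3.51, 19.2 ± 1.5 FPKM), Rpl35 (-3.03), Rpl21 (-2.97) and Rps12 (-2.82) lowest. Oxidative phosphorylation subunits had a relative median of -1.28 (adjusted p = 3.15e-14, and adjusted p = 0.607 with an estimated correlation), with 21 of 60 lower and 0 higher (26 lower adjusted over the list alone). Uqcrb (-3.04), Cycs (-2.45), Ndufb4 (-2.25) and Ndufv2 (-2.17) fell. Mitochondrially encoded genes had a relative median of -5.51 (adjusted p = 6.99e-10, and adjusted p = 0.607 with an estimated correlation), with 11 of 15 lower (14 adjusted over the list alone). By fry the adjusted p was 0.00609 for ribosomal protein, 0.0407 for oxidative phosphorylation and 0.111 for mitochondrially encoded genes.

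Regulators of mRNA fate included single genes in both directions. In the m6A machinery list, which did not pass (adjusted p = 0.749), the demethylase gene Alkbh5 (2.78), the writer cofactors Rbm15b (2.79) and Rbm15 (2.10), Prrc2a (2.27) and Ythdf1 (1.90) rose, and Hnrnpa2b1 (-2.37, from 82.6 to 17.3 FPKM) and Hnrnpc (-1.56) fell. Rbm15 and Hnrnpc were chosen after their values were seen. The CCR4-NOT and decay list had an adjusted p of 0.509, with 6 of 40 higher and 1 lower, among them Tnrc6c (2.62), Btg2 (2.13), Ddx6 (2.04) and Upf3b (-2.12). The mTOR list had an adjusted p of 0.115, with Wdr24 (2.30), Irs1 (2.10), Wdr59 (2.06), Flcn (1.81) and Mlst8 (1.51) higher and Lamtor2 (-1.90) lower, Flcn and Mlst8 being chosen after their values were seen. Nuclear lncRNAs had a relative median of -0.02 and a mean change of 0.62 (adjusted p = 0.839), a relative direction that other scalings turned, with Peg13 higher by 3.24. Housekeeping genes had a relative median of -0.75 (adjusted p = 0.146) and passed without YTHDF2 RIP replicate 1 (0.0205).

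Markers of granule cells stood 0.64 above all genes (adjusted p = 0.0961), with the adhesion gene Cntn2 (2.55) and Mfng (1.10) among 3 of 18 higher, and passed without input replicate 2 (0.0383). Precursor and cell cycle markers had an adjusted p of 0.897, with Mycn (2.64) and the hedgehog pathway genes Gli2 (2.23), Ptch1 (2.08) and Gli1 (1.44) higher. No marker list passed in the main test. Adjusted p was 0.730 for Purkinje cell, 0.134 for GABAergic interneuron, 0.459 for astrocyte and Bergmann glia, 0.459 for oligodendrocyte lineage, 0.509 for microglia, 0.861 for endothelial, mural and meningeal and 0.504 for erythroid markers. With the block and both corrections the endothelial list turned direction and passed as lower (0.0284). Microglia markers passed without YTHDF2 RIP replicate 1 (0.0205). Single markers that passed were the GABA transporter gene Slc32a1 (1.71), Gpr17 (2.63), Olig1 (2.09), Cspg4 (1.21), Tmem119 (1.41) and Igf2 (-1.56), and Fabp7 (-1.68, adjusted p = 0.0718) passed with the replicate block (0.0465).

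Wnt5a rose to 6.21 ± 3.12 FPKM in the YTHDF2 RIP (1.91, adjusted p = 0.0252) and Dvl1 to 3.61 ± 0.682 FPKM (1.25, adjusted p = 0.0332). The study chose its candidates, Wnt5a and Dvl1 included, on these same libraries, so their rises are not independent evidence. Of the 8 YTHDF2 candidates tested 6 rose, and of the 11 YTHDF1 candidates 5 rose. Adcyap1r1 (3.8, 110 ± 67.2 FPKM), Dchs1 (3.29, 42.8 ± 3.41 FPKM), Numbl (2.52), Slc6a17 (2.01), St6galnac5 (1.98), Gpat4 (1.96), Pcdh18 (1.77), Akna (1.57) and Peli3 (1.49) were among them. Slc5a3 (1.78, adjusted p = 0.0627), Htr1b (1.62, 0.0512), Dzank1 (1.58, 0.0972) and Fosl2 (1.24, 0.0851) passed with the replicate block, at 0.00887, 0.00673, 0.0108 and 0.0212. Camkk2 (0.65) and Dohh (0.67) did not pass in either fit. Ythdf1 rose from 6.70 ± 0.0585 to 27.8 ± 1.81 FPKM (adjusted p = 0.032). Ythdf2 (1.25, adjusted p = 0.0663) and Ythdf3 (1.37, 0.0784) passed with the block, at 0.0471 and 0.0365.

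By limma, 3349 genes passed for YTHDF2 with the replicate block (2177 higher, 1172 lower). The median of all genes was 0.26, and moved to 0.80 under the TPM-like scaling, -0.00 under median-of-ratios, 0.04 under quantile normalization and 0.10 under scaling to nuclear coding genes. The main test put 64.1% of calls on the higher side, against 91.2% with the TPM-like scaling, 42.7% with median-of-ratios, 45.3% with quantile normalization and 53.2% with nuclear coding scaling. Without YTHDF2 RIP replicate 2 it was 44.7% (469 higher, 581 lower), without YTHDF2 RIP replicate 1 78.3% (1632 higher, 451 lower), and with length correction 78.6%. The count was 7 without input replicate 1, 0 without input replicate 2 (2183 unadjusted) and 1050 without YTHDF2 RIP replicate 2.

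Between the antibodies, in the fit of all 6 libraries, the gene that passed was Pcdhgb8 (chromosome 18, 37761801 to 37841870), a clustered protocadherin annotated as a polymorphic pseudogene. It stood at 0.194 ± 0.036 FPKM in input, 0.304 ± 0.0456 in the YTHDF1 RIP and 17.3 ± 0.233 in the YTHDF2 RIP (log2 change 3.81, SE 0.28, adjusted p = 0.0185). It shares exons with other genes of its cluster and is uncertain. In a fit of the RIP libraries alone 0 genes passed by limma (186 unadjusted, lowest adjusted p = 0.211). Among the genes with the smallest p in the other direction were Snhg5 (-1.39), Asna1 (-1.45), Rplp2 (-1.30) and Rps6-ps4 (-1.86), each with an adjusted p of 0.864. Every candidate had an adjusted p of 0.864 or higher, as did Ythdf1 (1.15), Ythdf2 (0.94) and Ythdf3 (0.90), while Wnt5a had 1.24 (0.864) and Dvl1 -0.12 (0.948).

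By camera, 20 of 34 gene lists passed between the antibodies (15 higher and 5 lower in the YTHDF2 RIP), and 0 passed with an estimated correlation (lowest adjusted p = 0.112 with an estimated correlation). Relative to the median change of all genes (0.22), ribosomal protein mRNAs stood at -0.82 (adjusted p = 6.65e-33, and adjusted p = 0.112 with an estimated correlation), with 1 of 79 positive, and oxidative phosphorylation subunits at -0.52 (adjusted p = 1.07e-12, 0.608 with an estimated correlation). Higher in the YTHDF2 RIP were GABAergic interneuron markers (0.58, adjusted p = 0.00346), potassium channels (0.53, 0.00128), protocadherins outside the clusters and Fat cadherins (0.46, 0.00101), immediate early and dissociation stress genes (0.33, 0.0111), Wnt (0.27, 0.000776), postsynaptic (0.20, 0.00879), axon guidance (0.16, 0.00221) and presynaptic genes (0.14, 0.0376). These had an adjusted p = 0.805 with an estimated correlation. Lower were erythroid markers (-0.79, 0.00434), housekeeping genes (-0.44, 0.00879) and mitochondrially encoded genes (-0.22, 0.0280), with an adjusted p = 0.805, 0.608 and 0.805 with an estimated correlation. The lists of this contrast that did not pass had adjusted p from 0.0922 (m6A machinery) to 0.812 (precursor and cell cycle).

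Many of these calls ended with length correction, with which 10 lists passed, or with the block and both corrections, with which 9 passed. Both counts include nuclear lncRNAs, which the main test did not call. In that order the adjusted p was 0.0842 and 0.0809 for Wnt, 0.414 and 0.649 for axon guidance, 0.659 and 0.648 for presynaptic, 0.414 and 0.567 for postsynaptic, 0.547 and 0.567 for protocadherin and Fat, 0.108 and 0.208 for mitochondrially encoded and 0.0789 and 0.0773 for erythroid genes. The potassium channel call ended with the block and both corrections only (0.0550). Ribosomal protein, oxidative phosphorylation, GABAergic, immediate early and dissociation stress and housekeeping lists passed under both settings, and nuclear lncRNAs passed as lower (0.00934 and 0.00817). With the stricter filter presynaptic and mitochondrially encoded genes each had 0.0603, the latter had 0.177 with median-of-ratios scaling, and presynaptic genes had 0.0614 with GC correction.

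Calls in Wnt, axon guidance, ribosomal protein, oxidative phosphorylation and GABAergic lists stayed past the threshold without any 1 library. Without YTHDF1 RIP replicate 1 the adjusted p was 0.417 for presynaptic, 0.113 for postsynaptic, 0.0546 for potassium channel and 0.197 for housekeeping genes. Without YTHDF2 RIP replicate 2 these 4 lists had 0.987, 0.811, 0.227 and 0.811. Leaving out YTHDF1 RIP replicate 2 gave 0.138 for mitochondrially encoded, 0.0612 for protocadherin and Fat and 0.882 for immediate early and dissociation stress genes. Leaving out YTHDF2 RIP replicate 1 gave 0.828 for mitochondrially encoded, 0.908 for immediate early and dissociation stress and 0.0771 for erythroid genes, and the erythroid list could not be tested without YTHDF1 RIP replicate 2. In these fits the direction turned for presynaptic genes without YTHDF2 RIP replicate 2, and for mitochondrially encoded and immediate early and dissociation stress genes in each case given. Lists that passed without 1 library were nuclear lncRNAs, lower (0.0156 without YTHDF1 RIP replicate 1 and 0.0063 without YTHDF2 RIP replicate 2), astrocyte and Bergmann glia markers (0.00469 and 0.0387), mRNAs lower after YTHDF2 KD (0.0146 and 0.0398), granule cell markers (0.0351 without YTHDF1 RIP replicate 1), the m6A machinery (0.0445 without YTHDF1 RIP replicate 2 and 0.0495 without YTHDF2 RIP replicate 1) and the decay list (0.0146 without YTHDF1 RIP replicate 2). Microglia markers passed as lower without YTHDF2 RIP replicate 1 (0.0109) and as higher without YTHDF2 RIP replicate 2 (0.0178).

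By limma, 391 genes were higher and 86 lower at an unadjusted p under 0.05, together no more than that threshold would give by chance. This split was not counted under other scalings. The median of all genes of 0.22 moved to 0.33 under the TPM-like scaling and 0.03 under scaling to nuclear coding genes. It was 0.007 under median-of-ratios, 0.009 under quantile normalization and 0.00013 without YTHDF2 RIP replicate 2. With the replicate block 2 genes passed, Pcdhgb8 and the snoRNA gene Gm22489 (-3.05, chosen after its value was seen). Pcdhgb8 did not pass without input replicate 1, input replicate 2, YTHDF1 RIP replicate 2 (0 genes each, with 205, 209 and 499 unadjusted) or YTHDF1 RIP replicate 1, where the 1 gene was AY036118. AY036118 lies in a repeat that overlaps another annotated gene and is uncertain.

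**Figure D3:**
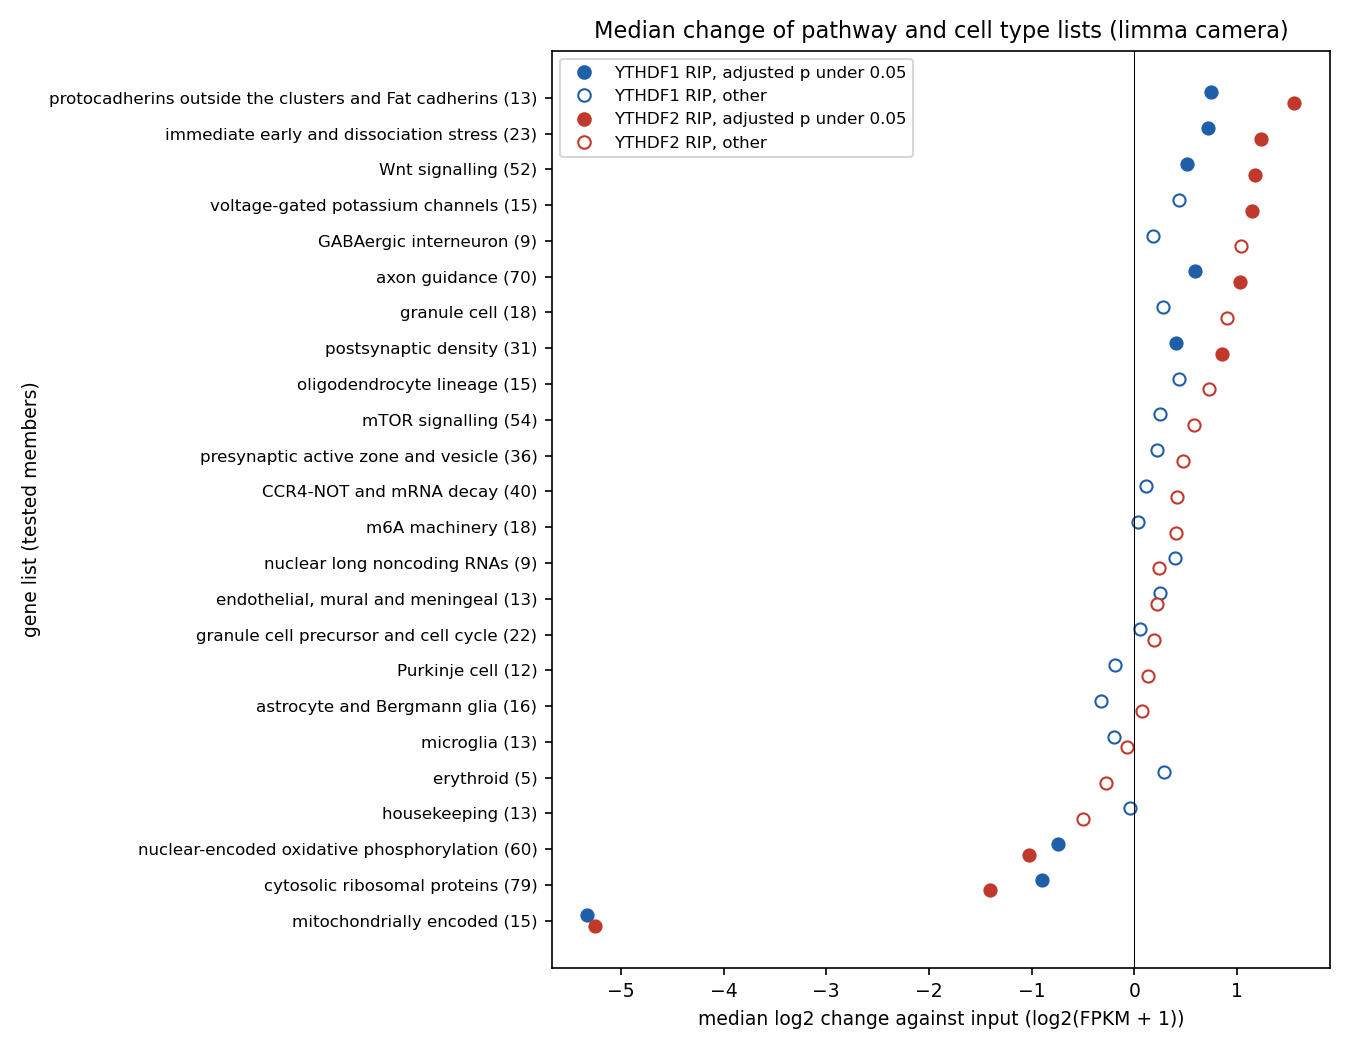
Points show the median log2 change against input of each of 24 pathway and marker lists, in the YTHDF1 RIP (blue) and the YTHDF2 RIP (red). They are filled where the camera test passed. Ribosomal protein mRNAs had medians of -0.90 (YTHDF1 against input) and -1.40 (YTHDF2 against input), under medians of all genes of 0.05 and 0.26.

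By the fold rule without a test, 2574 genes had a mean YTHDF1 RIP FPKM over 2 times input, 2236 of them protein-coding, and 3808 had such a ratio for YTHDF2, 3409 of them protein-coding. Ratios below 0.5 were found for 2108 and 1870 genes, and 5 genes were listed at 0 in both inputs. Of the genes over 2, 69 (YTHDF1) and 1313 (YTHDF2) also passed the limma test. The ratio exceeded 2 in both same-numbered pairs (replicate block) for 1320 and 2465 genes.

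Both antibodies were compared with the same inputs, and their changes went together. Of the genes called for both, 67 were higher with both, 212 were lower with both and 0 went opposite ways. Independent lists would share 8.19 and 14.3 genes, and unchanged groups simulated against the same inputs, with RIP libraries drawn independently, shared a mean of 0 and 0.02. With the replicate block 517 and 747 were shared, against 112 and 91.3 for independent lists and 0 and 0.03 in simulation. Across genes the log2 changes correlated at 0.895 (simulated mean 0.502), with a covariance of 0.923 (simulated 0.105) and the same sign in 85.1% of genes (simulated 66.7%). Same-numbered RIP libraries deviated together (0.682), and simulation with that correlation, added after the data were seen, gave a mean correlation of 0.841, a covariance of 0.176, the same sign in 81.8% of genes, and 0 and 0.01 shared genes (0.03 and 0.16 with the block). With a separate input library for each antibody the correlation was 0.812 or 0.804 and the covariance 0.876 or 0.872. As this leaves 1 input library per antibody, counts of calls with separate inputs cannot show how much of the overlap comes from the shared controls. The number higher with both was 0 without either input library or either YTHDF1 RIP library, 225 without YTHDF2 RIP replicate 1 and 232 without YTHDF2 RIP replicate 2. The number lower with both was 7 without input replicate 1, 0 without input replicate 2 or either YTHDF1 RIP library, 287 without YTHDF2 RIP replicate 1 and 444 without YTHDF2 RIP replicate 2. Both numbers were 0 with separate inputs. The 5 genes called for YTHDF1 and not for YTHDF2, chosen after their values were seen, were Gm22489 (2.94), Snora61 (1.75), Smarce1 (-1.86), Ube2n (-1.90) and Ptn (-2.29), and none of them passed between the antibodies in the main test.

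**Figure D4:**
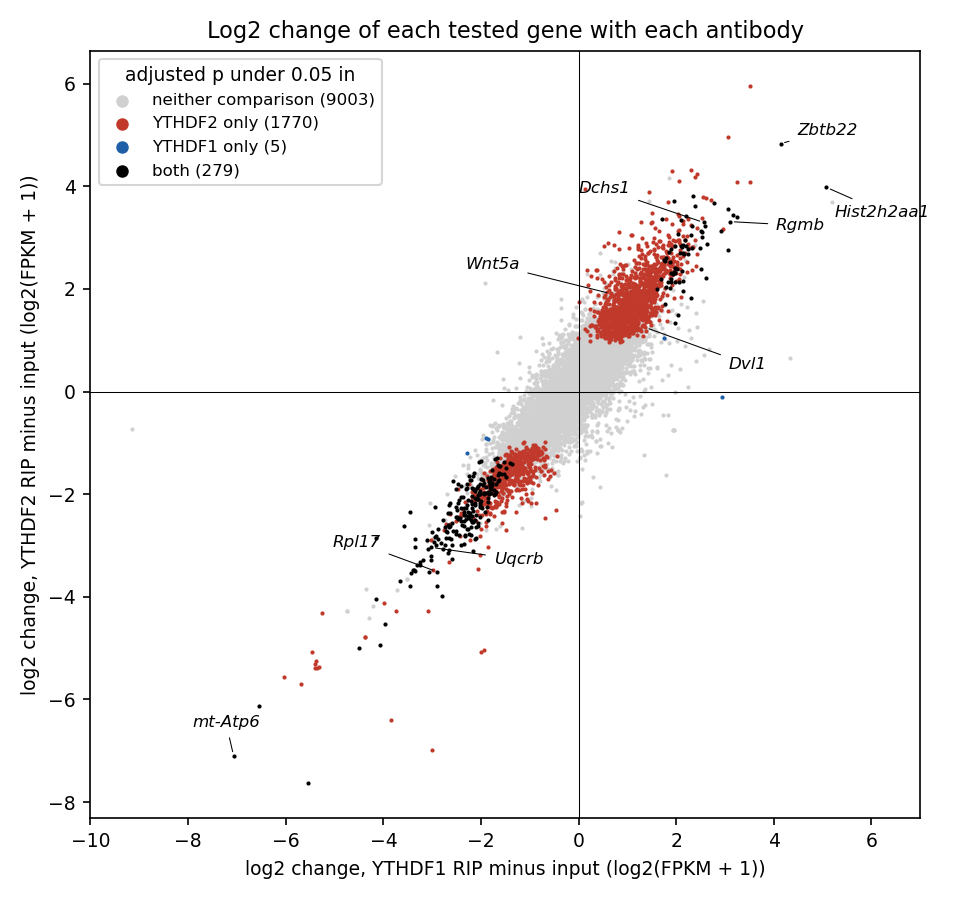
Each point is 1 of 11057 genes, with its log2 change in the YTHDF1 RIP against input on the x axis and in the YTHDF2 RIP against input on the y axis, colored by the contrasts in which it passed. The 67 genes higher with both and 212 lower with both lie along the diagonal (correlation 0.895).

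The lists the study chose on these libraries stood above all genes by camera, which is not independent evidence. Of 374 RIP targets for YTHDF1, 373 were positive in the YTHDF1 RIP, 50 passed (238 adjusted over the list alone) and the median stood 1.33 above all genes (adjusted p = 1.57e-39, and adjusted p = 0.842 with an estimated correlation). In the YTHDF2 RIP 235 of these 374 rose, at 1.58 above all genes (adjusted p = 2.60e-32, and adjusted p = 0.607 with an estimated correlation). Of 444 RIP targets for YTHDF2, 318 rose in the YTHDF2 RIP (389 adjusted over the list alone, 1.88 above all genes, adjusted p = 4.85e-41, and 0.607 with an estimated correlation) and 42 in the YTHDF1 RIP (218 adjusted over the list alone, 1.11 above, adjusted p = 1.27e-31, and 0.864 with an estimated correlation). Between the antibodies, targets for YTHDF2 stood 0.67 above all genes (adjusted p = 6.65e-33) and targets for YTHDF1 0.26 above (adjusted p = 0.000373), and both had an adjusted p = 0.805 with an estimated correlation. The latter call ended, with the direction turned, without YTHDF1 RIP replicate 1 (0.700).

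Candidates behaved likewise and are not independent evidence either. Those for YTHDF1 stood 1.15 above all genes in the YTHDF1 RIP (adjusted p = 6.77e-05, and adjusted p = 0.842 with an estimated correlation, 2 of 11 higher, 6 adjusted over the list alone) and 1.52 above in the YTHDF2 RIP (adjusted p = 0.000389, 0.607 with an estimated correlation). Those for YTHDF2 stood 0.66 above in the YTHDF1 RIP (adjusted p = 0.0369, 0.895 with an estimated correlation) and 1.43 above in the YTHDF2 RIP (adjusted p = 0.000742, 0.607 with an estimated correlation, 8 of 8 adjusted over the list alone). The former call ended without input replicate 2 (0.0884), without YTHDF1 RIP replicate 2 (0.160) or with the block and correction for GC content and gene length (0.233). Between the antibodies the YTHDF2 candidates stood 0.70 above (adjusted p = 3.53e-05, 0.805 with an estimated correlation) and the YTHDF1 candidates 0.41 above (adjusted p = 0.554).

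Lists from the knockdown samples were tested next, through their entries that had an Ensembl ID and reached the filter here. In the YTHDF1 RIP, mRNAs lower after YTHDF1 KD stood 0.32 above (adjusted p = 0.0444, and adjusted p = 0.895 with an estimated correlation; 0 of 94 past the threshold) and those lower after YTHDF2 KD 0.38 above (adjusted p = 0.0170, and adjusted p = 0.868 with an estimated correlation; 0 higher and 1 lower of 99). Both calls ended and turned direction with the replicate block and correction for GC content and gene length (adjusted p = 0.924 and 0.866), and both ended with GC correction alone (0.857 each). The former call also ended with the stricter filter (0.0804), without input replicate 1 (0.0547), input replicate 2 (0.0514), YTHDF1 RIP replicate 1 (0.237) or YTHDF2 RIP replicate 2 (0.0544), and the latter without input replicate 2 (0.0591) or YTHDF1 RIP replicate 1 (0.139). In the YTHDF2 RIP both stood 0.46 above (adjusted p = 0.00710 and 0.00902, and adjusted p = 0.699 for each with an estimated correlation), with 16 of 94 and 16 of 99 higher and 1 lower in each. Without YTHDF2 RIP replicate 1, mRNAs lower after YTHDF2 KD had an adjusted p of 0.0584. Both calls in the YTHDF2 RIP ended with GC correction (0.152 for YTHDF1 KD and 0.361 for YTHDF2 KD) and with the block and both corrections (0.446 and 0.645).

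Against input, the lists of mRNAs higher after KD did not pass. Adjusted p by camera was 0.837 for mRNAs higher after YTHDF2 KD and 0.837 for those higher after YTHDF1 KD in the YTHDF1 RIP. In the YTHDF2 RIP it was 0.563 and 0.338. There 13 of 63 and 21 of 97 tested genes of these lists rose, a larger share than the 1313 of all 11057. Proteins lower after YTHDF1 KD had 0.999 and 0.861, and proteins higher after YTHDF1 KD 0.443 (0.0482, lower, with length correction) and 0.861. Between the antibodies, mRNAs higher after YTHDF2 KD (0.19 above, adjusted p = 0.00879), mRNAs higher after YTHDF1 KD (0.16, 0.0179), mRNAs lower after YTHDF1 KD (0.11, 0.0376) and proteins higher after YTHDF1 KD (0.12, 0.0376) passed, each with an adjusted p = 0.805 with an estimated correlation. In that order they had 0.171, 0.112, 0.0940 and 0.904 with length correction and 0.158, 0.0773, 0.0771 and 0.943 with the block and both corrections, so that each call ended. Other settings ended calls too: the stricter filter gave 0.827 and 0.537 for mRNAs higher after YTHDF2 and YTHDF1 KD, median-of-ratios 0.0618 for mRNAs lower after YTHDF1 KD and GC correction 0.0566 for the proteins. Leaving out YTHDF2 RIP replicate 2 gave 0.327 for mRNAs higher after YTHDF2 KD, 0.111 for mRNAs higher after YTHDF1 KD and 0.996 for the proteins. Leaving out YTHDF1 RIP replicate 1 gave 0.197 for mRNAs higher after YTHDF2 KD and 0.888, with the direction turned, for the proteins. Without YTHDF1 RIP replicate 2, mRNAs higher after YTHDF1 KD had 0.159 and those lower after YTHDF1 KD 0.651, and the latter had 0.544 without YTHDF2 RIP replicate 1. Single genes of these lists that fell in the YTHDF2 RIP included Ybx1 (-3.32) and Hmgn5 (-3.29), and Hmgn5 also fell in the YTHDF1 RIP (-3.18).

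Transcript properties tracked the changes over 9802 nuclear mRNAs (Spearman across genes, which are not independent replicates). GC content correlated at 0.56 with the YTHDF1 change, 0.40 with the YTHDF2 change and -0.13 with the difference between antibodies. The fifth of mRNAs with the lowest GC content (33.4% to 44.8%) had medians of -0.61 for YTHDF1 and -0.32 for YTHDF2, and the fifth with the highest (56.2% to 74.7%) 0.66 and 0.85. Transcript length correlated at 0.19, 0.36 and 0.48, and the longest exon at 0.17, 0.37 and 0.54. From the fifth with the shortest longest exon (72 to 623 nt) to the fifth with the longest (3115 to 24280 nt), the median difference between antibodies went from -0.08 to 0.55. The density of DRACH, the sequence motif in which m6A is found, correlated at -0.23, -0.17 and 0.02. These values were not adjusted for GC content, and motifs were counted over the whole transcript whether methylated or not. They therefore say nothing on whether recovery depended on m6A.

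**Figure D5:**
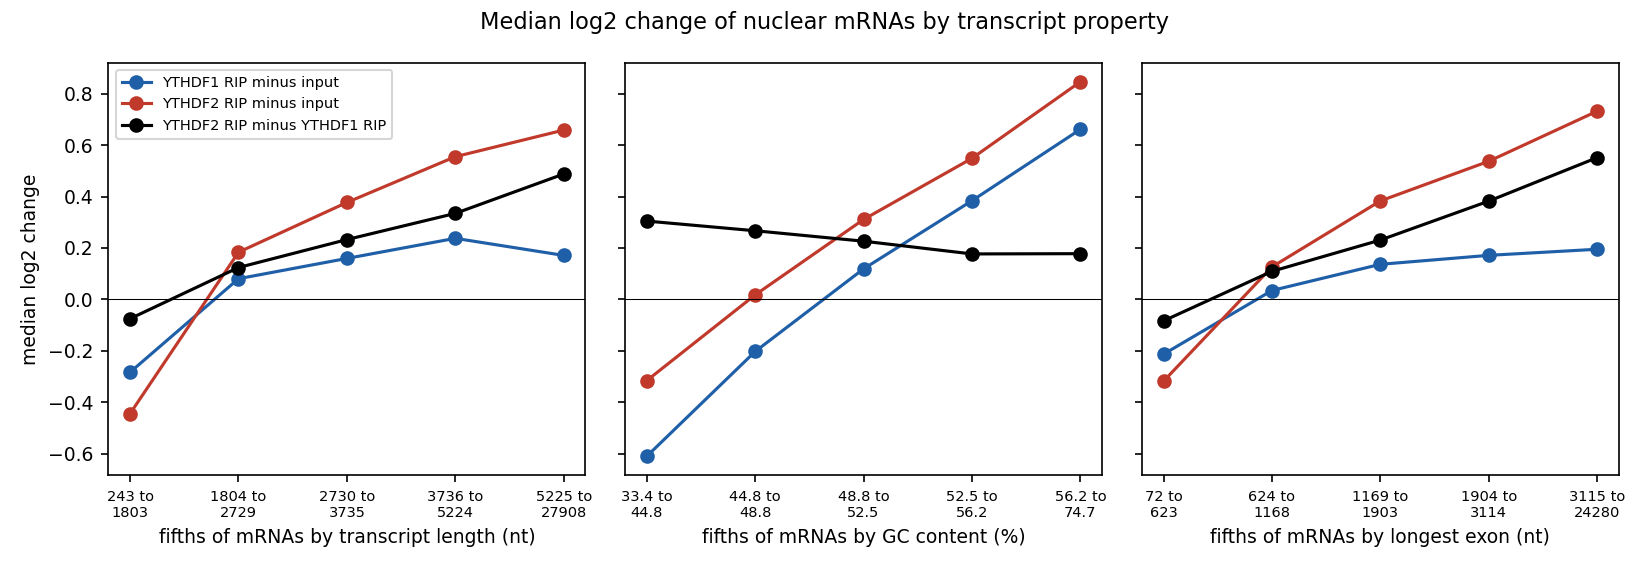
Median log2 change in 5 bins of mRNAs ordered by transcript length, GC content or longest exon, for the 3 contrasts. With GC content the YTHDF1 medians went from -0.61 to 0.66, and with the longest exon the medians of YTHDF2 against YTHDF1 went from -0.08 to 0.55.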

Values the study reported

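The study reported 506 mRNAs pulled down by the YTHDF1 antibody and 596 by the YTHDF2 antibody from granule cells. After knockdown of YTHDF1, it found 352 proteins changed by a fold over 1.2, of which 142 were lower. After knockdown of YTHDF2, 923 mRNAs were changed, of which 587 were higher.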

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

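The tests of the shared input libraries and of genomic DNA were chosen after the results they measure were seen, and the patterns weighed here were found in these same data. The contrast of the antibodies was planned.

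Results stand out here because a test between the antibodies passed, limma for 1 gene and camera for 20 lists. With an estimated correlation 0 of the lists passed (lowest adjusted p = 0.112 with an estimated correlation). Pcdhgb8 had a log2 change of 3.81 (limma, adjusted p = 0.0185), with 17.2 and 17.5 FPKM in the YTHDF2 RIP libraries and 0.337 and 0.272 FPKM in the YTHDF1 RIP libraries. The YTHDF2 candidates and the RIP targets of both antibodies were chosen on these same libraries, so their calls are not independent evidence. Many of the other list calls ended with length correction, as given above. The median log2 change of all genes was 0.22 in this contrast. List medians above it were 0.92 for YTHDF2 candidates, 0.89 for RIP targets of YTHDF2, 0.80 for GABAergic interneuron markers, 0.75 for potassium channels, 0.68 for protocadherins outside the clusters and Fat cadherins, 0.55 for immediate early and dissociation stress genes, 0.48 for Wnt signaling, 0.48 for RIP targets of YTHDF1, 0.41 for postsynaptic genes, 0.41 for mRNAs higher after YTHDF2 KD, 0.38 for mRNAs higher after YTHDF1 KD, 0.38 for axon guidance, 0.36 for presynaptic genes, 0.34 for proteins higher after YTHDF1 KD and 0.33 for mRNAs lower after YTHDF1 KD. List medians below it were 4.83e-05 for mitochondrially encoded genes (mean -0.28), -0.22 for housekeeping genes, -0.30 for oxidative phosphorylation subunits, -0.57 for erythroid markers and -0.60 for ribosomal protein mRNAs.

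The log2 changes of the 2 antibodies against input moved together across genes, with a covariance of 0.923. With a separate input library for each antibody it was 0.876 or 0.872, and unchanged groups simulated against the same inputs gave at most 0.187 even when same-numbered RIP libraries deviated together as measured, which argues against shared inputs as the whole cause. In fits with the replicate block the covariance was 0.745 after removal of the trend with GC content, 0.816 after removal of that with gene length and 0.562 after removal of both, all above that bound, so these trends may account for part of it only. A common background of RNA on the beads remains open, since no libraries of a nonspecific antibody were analysed here, and no biological explanation was tested.

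The 139 mRNAs of ribosomal proteins and oxidative phosphorylation subunits had median log2 changes of -0.83 for YTHDF1 and -1.28 for YTHDF2 against input. Among 1000 random lists drawn from the 50 nearest mRNAs, the lowest YTHDF1 median was -0.67 when matched on gene length, -0.0475 on GC content and -0.23 on abundance, which argues against each of these alone. Matched on all 3, random lists reached -0.91 for YTHDF1, below the median of these mRNAs, so for YTHDF1 the combination of length, GC content and abundance cannot be told apart from another property of these mRNAs. For YTHDF2 they reached -1.19, which is above the median of these mRNAs. The match on all 3 was not exact, as the matched mRNAs had a median length of 981 nt against 855 nt. Shorter mRNAs stood lower with both antibodies, so the combination is not excluded for YTHDF2 either. No biological explanation was tested.

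The 781 mRNAs with 1 or 2 exons had medians of 0.45 for YTHDF1 and 0.92 for YTHDF2, against 0.03 and 0.24 for the other 9021 mRNAs. The highest YTHDF1 median of random lists was 0.0654 when matched on length, 0.27 on GC content, 0.17 on abundance and 0.13 on all 3, which argues against these as the whole cause. Genomic DNA is argued against by 1134 olfactory receptor genes, whose mean rose by at most 0.000748 FPKM over input, while these mRNAs rose by medians of 1.08 and 2.5 FPKM. No biological explanation was tested, and neither was unspliced RNA.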

How the results depend on the processing

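The crossed pairing, the GC corrections, scaling to nuclear coding genes and the counts of lists without each library were added after the data were seen, and the other settings were planned. The cause of a change was not tested unless stated.

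For YTHDF1 (284 genes), 0 genes passed with no filter (3922 unadjusted) and with TPM-like scaling (2992 unadjusted), 107 with length correction, 481 with GC correction, 594 with nuclear coding scaling, 749 with quantile normalization, 755 with the compared groups only and 793 with median-of-ratios. With the replicate block 1432 passed, 1461 with GC correction added, 1535 with length and 586 with both. Leaving out 1 library gave 0 to 860, the lone library then being assumed to vary like the others. For YTHDF2 (2049 genes), 0 passed with no filter (5558 unadjusted), 1243 with the stricter filter, where fewer genes were tested, 3349 with the replicate block, 3167 with length correction added, 3787 with GC correction added and 0 to 2083 without 1 library. Crossing the pairs (input numbers swapped in the replicate block) gave 2239 and 4007. Between the antibodies (1 gene), 0 passed with a pseudocount of 0.1 (429 unadjusted), no filter (855), the stricter filter (268), TPM-like scaling (342), the compared groups only (186) or coding genes only (458), where Pcdhgb8 was not tested because of its annotation. It was 2 with the replicate block, 18 with GC correction added, 3 with both corrections added and 0 to 1 without 1 library.

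The fold rule gave 1320 (YTHDF1) and 2465 (YTHDF2) genes over 2 in both pairs (replicate block), 6142 and 9404 with no filter, 979 and 1483 with the stricter filter and 4507 and 5959 with TPM-like scaling, and 1360 for YTHDF1 with 1 FPKM added. Without 1 library it gave 2414 to 2897 and 2786 to 4515. The number higher with both antibodies (67) was 117 with a pseudocount of 0.1, 190 with median-of-ratios, 517 with the replicate block, 523 with GC, 712 with length and 245 with both corrections added, 0 with separate inputs either way and 0 to 232 without 1 library. Lists past the threshold went from 14 (YTHDF1), 15 (YTHDF2) and 20 (between antibodies) to 0 each with an estimated correlation, where the lowest adjusted p was 0.644, 0.185 and 0.112. Fry gave 1 list for YTHDF1, 12 for YTHDF2 (lowest adjusted p = 0.00609) and 0 between antibodies. The 12 include lists that the study chose on these libraries. Block with both corrections gave 7 for YTHDF1 and 9 between antibodies, where length correction gave 10 and the stricter filter 12. Without 1 library the counts were 11 to 15, 14 to 17 and 16 to 20.

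With the replicate block and both corrections, 3 lists reversed: mRNAs lower after YTHDF2 KD (0.866) and after YTHDF1 KD (0.924) for YTHDF1, and endothelial, mural and meningeal markers for YTHDF2 (0.0284), as adjusted p. The replicate block changed no list call of 102 and, among the named genes reported, no call other than those given with a blocked value. Over all genes the rule takes, 20 results were newly past the threshold and 0 were lost. Named results lost their call in 54 cases with TPM-like scaling and 17 with GC correction. Many also lost it in fits without 1 library. None reversed. Values of genes with low FPKM rest on few fragments, most of all in YTHDF2 RIP replicate 2, where 1 fragment on a transcript of 1000 nt gives 0.0550 FPKM, the largest step of the 6 libraries.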

Other observations

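The gene families described here and their tests were chosen after the data were seen, and their medians stand against those of all genes of 0.05 for YTHDF1, 0.26 for YTHDF2 and 0.22 between the antibodies. Of all 11057 tested genes, 7729 were positive between the antibodies, where the median of all genes moved to 0.007 under median-of-ratios scaling. Histone mRNAs, most of which lack a poly(A) tail, stood below all genes between the antibodies by camera: 1 of 62 was positive between them, with a median of -0.81 (adjusted p = 9.04e-34, and adjusted p = 0.317 with an estimated correlation). Against input their median was 0.03 for YTHDF1 (adjusted p = 0.609), a direction relative to all genes that other scalings turned, and -0.79 for YTHDF2 (adjusted p = 2.77e-06, and adjusted p = 0.448 with an estimated correlation), where Hist1h3f (-1.93) and Hist1h2bp (-1.54) fell and Hist2h2aa1 rose. Zinc finger mRNAs went the other way, with 291 of 316 positive between the antibodies (median 0.54, adjusted p = 6.43e-08, and adjusted p = 0.366 with an estimated correlation) and 71 higher and 1 lower (Zfp946, -1.71) in the YTHDF2 RIP. In the YTHDF1 RIP 4 of them rose: Zbtb22, Zfp41 (2.24), Zfp280b (1.97) and Zfp687 (1.96). Clustered protocadherins had a median of 0.62 between the antibodies (adjusted p = 1.45e-07, and adjusted p = 0.317 with an estimated correlation), with 10 of 31 higher in the YTHDF2 RIP, and share exons. Homeobox mRNAs were positive between the antibodies in 16 of 16 cases (adjusted p = 0.000157, and adjusted p = 0.317 with an estimated correlation), and Pou6f1 (2.62), Irx2 (1.42), Pou3f4 (1.29) and Six5 (1.13) rose in the YTHDF2 RIP. Sox mRNAs were positive in 11 of 11 cases (adjusted p = 0.0199, and adjusted p = 0.317 with an estimated correlation). With an estimated correlation no family passed in any contrast, the lowest adjusted p being 0.678 for YTHDF1, 0.362 for YTHDF2 and 0.317 between the antibodies. The families were not tested with length correction. Their median transcript length was 579 nt for histone, 3620 nt for zinc finger, 4135 nt for Sox and 4713 nt for clustered protocadherin genes. For homeobox genes it was 2967.5 nt. The difference between antibodies rose with transcript length across mRNAs (Spearman 0.48). In bins of mRNAs ordered by length, its median was -0.07 at 243 to 1803 nt and 0.49 at 5225 to 27908 nt. It was 0.23 at 2730 to 3735 nt and 0.33 at 3736 to 5224 nt. Homeobox (0.72), zinc finger (0.54), Sox (0.54) and clustered protocadherin (0.62) medians stood above these. That argues against transcript length alone for these families, while their longest exons were not compared. The histone length falls in the shortest bin, which is too wide to tell length apart from family.

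Among the families lower than input, proteasome subunits had medians of -0.66 for YTHDF1 (adjusted p = 2.87e-05) and -1.16 for YTHDF2 (adjusted p = 6.82e-09), each lost with an estimated correlation (adjusted p = 0.678 and 0.362 with an estimated correlation), with Psma4 (-2.64) past the threshold for YTHDF1 and 10 of 35 lower for YTHDF2. Mitochondrial ribosomal proteins, with 0 and 7 of 69 lower, stayed below the median of all genes under every scaling, by relative medians of -0.45 to -0.39 for YTHDF1 and -0.66 to -0.55 for YTHDF2. Translation initiation factors did so too, at -0.45 to -0.35 and -0.78 to -0.71. The unadjusted medians of both families turned above 0 under TPM-like scaling, which lifts all genes. Eif5b (-2.20) fell in the YTHDF1 RIP, and in the YTHDF2 RIP 6 of 50 fell and Eif4e2 (1.89) rose. Solute carriers had medians of 0.33 (adjusted p = 0.00256) and 0.66 (adjusted p = 0.000479), each lost with an estimated correlation (adjusted p = 0.861 and 0.448 with an estimated correlation), with 25 of 158 higher in the YTHDF2 RIP. Vacuolar ATPase subunits did not pass against input (adjusted p = 0.609 and 0.185), with Atp6v1d (-1.53) lower in the YTHDF2 RIP, and had a median of -0.28 between the antibodies (adjusted p = 0.0210, and adjusted p = 0.366 with an estimated correlation).

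By the fold rule, 2236 protein-coding genes were over 2 for YTHDF1 and 3409 for YTHDF2. Both are higher than the counts of mRNAs quoted from the study above. Of the 374 and 444 listed RIP targets tested here, 370 and 443 also exceeded 2, and whether the lists passed a further filter is not known.

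Medians and means differed in sign for 8 of the 102 combinations of list and contrast. For YTHDF1 these were the m6A machinery, precursor and cell cycle markers, mRNAs higher and proteins lower after YTHDF1 KD. For YTHDF2 they were astrocyte and microglia markers, and between the antibodies mitochondrially encoded genes and nuclear lncRNAs (median -0.28, mean 0.11, camera direction lower).

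AY036118, a gene in a repeated region of chromosome 17 (39847113 to 39848035), stood at 0.312 FPKM in YTHDF1 RIP replicate 2 and at 173364 to 410702 FPKM in the other libraries. The overlapping CT010467.1 stood at 219081 FPKM in that library and at 26343 to 118125 FPKM in the others.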
